# Osteoclast-associated receptor blockade prevents articular cartilage destruction via chondrocyte apoptosis regulation

**DOI:** 10.1038/s41467-020-18208-y

**Published:** 2020-08-28

**Authors:** Doo Ri Park, Jihee Kim, Gyeong Min Kim, Haeseung Lee, Minhee Kim, Donghyun Hwang, Hana Lee, Han-Sung Kim, Wankyu Kim, Min Chan Park, Hyunbo Shim, Soo Young Lee

**Keywords:** Antibody fragment therapy, Chondrocytes, Osteoarthritis

## Abstract

Osteoarthritis (OA), primarily characterized by articular cartilage destruction, is the most common form of age-related degenerative whole-joint disease. No disease-modifying treatments for OA are currently available. Although OA is primarily characterized by cartilage destruction, our understanding of the processes controlling OA progression is poor. Here, we report the association of OA with increased levels of osteoclast-associated receptor (OSCAR), an immunoglobulin-like collagen-recognition receptor. In mice, OSCAR deletion abrogates OA manifestations, such as articular cartilage destruction, subchondral bone sclerosis, and hyaline cartilage loss. These effects are a result of decreased chondrocyte apoptosis, which is caused by the tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) in induced OA. Treatments with human OSCAR-Fc fusion protein attenuates OA pathogenesis caused by experimental OA. Thus, this work highlights the function of OSCAR as a catabolic regulator of OA pathogenesis, indicating that OSCAR blockade is a potential therapy for OA.

## Abstract (web summary)

Osteoarthritis (OA) is associated with cartilage disruption, but the underlying mechanisms remain unclear. Here, the authors show that expression of osteoclast-associated receptor (OSCAR) is associated with OA, that its genetic ablation or targeting with OSCAR-Fc fusion protein ameliorates OA in mice by decreasing chondrocyte apoptosis.

## Introduction

Osteoarthritis (OA), the most common degenerative joint disease afflicting the knee joints, is caused by many risk factors^1,2^. OA is primarily characterized by chronic inflammation and collagen degradation in the articular cartilage, leading to progressive irreversible dysfunction^3–6^. Although studies have identified elements that are involved in the development of OA, the importance of collagen recognition for cartilage damage and regeneration is poorly understood.

Articular cartilage includes chondrocytes specifically responsible for cartilage homeostasis and OA pathogenesis^7–9^. OA is associated with the degradation of extracellular matrix molecules such as collagen and aggrecan (*ACAN*) by the reduced ability of chondrocytes to generate articular cartilage extracellular matrix and the action of catabolic matrix-degrading enzymes^10–12^. OA pathogenesis is also related to chondrocyte apoptosis and reduction of tissue cellularity. Apoptotic chondrocytes are more frequently found in cartilage lesions than in healthy tissues and exhibit a proteoglycan deficiency^13–15^. However, the high rate of cell death in cartilage is generally a rapid process, and the functional relationship between OA and chondrocyte apoptosis is difficult to assess.

Osteoclast-associated receptor (OSCAR) is an activating receptor for collagen that co-stimulates osteoclast differentiation^16^. OSCAR is an immunoglobulin (Ig)-like activating receptor of the leukocyte receptor complex that is specifically expressed on pre-osteoclasts. In osteoclasts, OSCAR is mediated by the immunoreceptor tyrosine-based activation motif adaptor protein FcRγ and co-stimulates osteoclasts cultured in an extracellular matrix or collagen^17,18^. OSCAR contains two immunoglobulin-like domains, D1 and D2. Recently D2, but not D1, was shown to be critical for collagen binding^19,20^. In human rheumatoid arthritis (RA), OSCAR is induced in monocytes, facilitating their differentiation into osteoclasts and bone resorption^21^. OSCAR is also expressed on the surrounding cells of synovial microvessels and is upregulated in peripheral blood monocytes in relation to disease activity^21–23^. In a recent study, the OSCAR–collagen interaction induces an activating signal in monocyte-derived DCs, which is relevant to RA pathogenensis^24^. However, limited information is available on the effects of OSCAR in articular cartilage. Moreover, there appears to be no experimental evidence with respect to OSCAR function in osteoarthritic cartilage.

In this study, we examined whether OSCAR, a collagen-recognition receptor, contributes to cartilage destruction during OA. We found that the inhibition of OSCAR activity attenuated the pathological changes of OA in the subchondral bone and reduced the degeneration of articular cartilage in OA-induced models. Besides, intra-articular (IA) injection of human OSCAR-Fc protein in vivo blocks OA development. In this study, we determined that blocking OSCAR may be the basis of a potential disease-modifying therapy in OA.

## Results

### OSCAR is increased in OA chondrocytes

OSCAR is upregulated in a range of myeloid cells, including osteoclasts^17,18^. We detected OSCAR in the messenger RNA (mRNA) and protein of chondrocytes in wild-type (WT) mice (Fig. 1a) but not in OSCAR knockout (*Oscar*^*−/*−^) mice^16^, suggesting that OSCAR is also expressed in nonmyeloid cells. We further investigated OSCAR expression in chondrocytes of cartilage in an experimental OA model in mice. Immunostaining revealed that the OSCAR protein level was markedly elevated in chondrocytes in OA induced by surgery performed for the destabilization of the medial meniscus (DMM)^25^ (Fig. 1b, Supplementary Fig. 1a, b). Consistent with increased protein levels, we found that *Oscar* mRNA expression increased in mice with OA (Fig. 1b, Supplementary Fig. 1c). Similarly, OSCAR was significantly increased in OA-affected, damaged regions of human articular cartilage compared with undamaged regions (Intact) of arthritic cartilage (Fig. 1c). Furthermore, OSCAR was expressed in the early stages of OA, and it was further induced during later stages (Supplementary Fig. 1a, b). However, the expression of matrix-degrading enzymes, including matrix metalloproteinases-3 and -13 (MMP3 and MMP13), increased at 4 weeks following surgery (Supplementary Fig. 1d–g). These findings suggest that OA-associated catabolic events in mice and humans upregulate OSCAR expression in the early stages of OA.

**Fig. 1:**
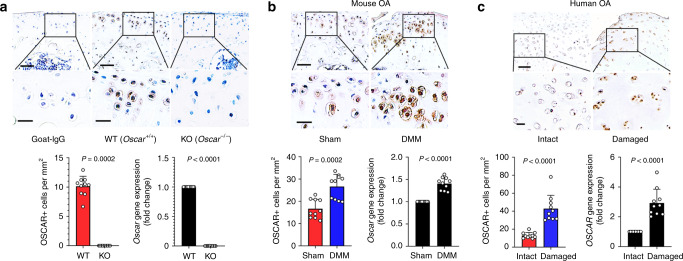
OSCAR expression in mice and humans is upregulated in articular chondrocytes in OA. **a** Immunostaining for OSCAR protein (top) and mRNA levels (bottom-right) in articular chondrocytes of *Oscar*^−*/−*^ and WT mice. Error bars represent mean ± S.E.M. of *n* = 10 mice. Scale bar = 50 μm (top), 20 μm (bottom). **b** IHC (top) and qRT-PCR (bottom-right) analyses of OSCAR in articular cartilage of DMM surgery mice (compared to sham-operated mice). Error bars represent mean ± S.E.M. of *n* = 10 mice. Scale bar = 50 μm (top), 20 μm (bottom). **c** Representative images show immunostaining (top) and quantitative analyses (bottom-right) of OSCAR in intact and damaged regions of human OA articular cartilage. Error bars represent mean ± S.E.M. of *n* = 10 patient samples. Scale bar = 200 μm (top), 50 μm (bottom). Student’s two-tailed *t* test was used for statistical analysis, with *p* values displayed in figure.

### Genetic deletion of *Oscar* reduces OA pathogenesis

To explore the possible association of OSCAR with OA pathogenesis initiated by articular cartilage degradation at the articular surface, we first induced experimental OA with collagenase^26,27^, which is an enzymatic degradation model emulating the early stages of articular cartilage damage in *Oscar*^*−/−*^ mice. Important hallmarks of OA pathology including articular cartilage destruction, subchondral bone sclerosis, and hyaline cartilage loss, were substantially inhibited in *Oscar*^−*/*−^ mice compared with that in WT mice (Supplementary Fig. 2a–d). Moreover, the expression of matrix-degrading enzymes, including *Mmp3*, *Mmp13*, and *Adamts5*, were significantly decreased (Supplementary Fig. 2e), whereas the transcript levels of type II collagen (*Col2a1*) and *Acan* were increased in OA chondrocytes from *Oscar*^*−/−*^ mice (Supplementary Fig. 2f). Similarly, immunohistochemical analysis revealed decreased expression of MMP3, MMP13, and ADAMTS5, and upregulation of aggrecan and COL2A1 in OA chondrocytes from *Oscar*^*−/−*^ mice (Supplementary Fig. 2g, h).

**Fig. 2:**
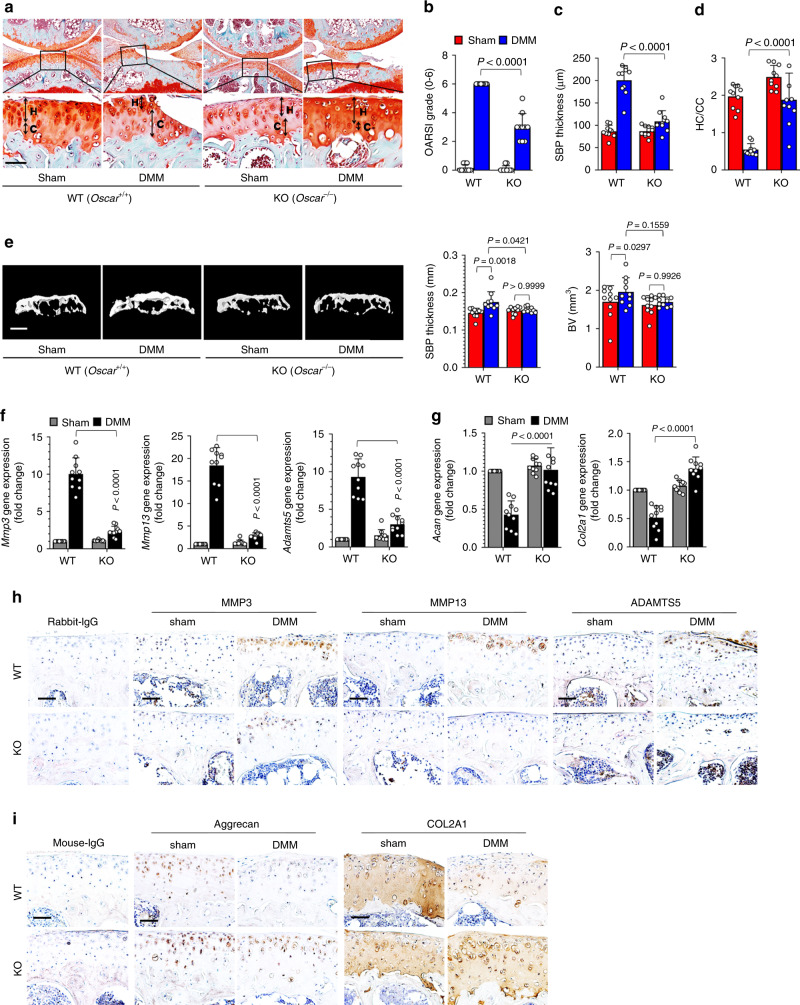
*Oscar*^-−*/−*^ mice exhibit reduced OA pathogenesis. **a–d** Experimental OA was examined by safranin-O staining (**a**) and scoring of OA parameters, including articular cartilage destruction (OARSI grade) (**b**), SBP thickness (**c**), and ratio of hyaline cartilage (HC) to the calcified cartilage (CC) (**d**) in WT and *Oscar*^*−/−*^ mice. *Oscar*^*−/−*^ and WT mice underwent sham or DMM surgery for 8 weeks. Scale bar = 50 μm. **e** Representative 3D reconstructed micro-CT images and quantitative analysis of mouse tibia subchondral bone plates at 8 weeks post DMM surgery compared with that of the sham control. Scale bars = 1000 μm. Error bars represent mean ± S.E.M. of *n* = 10 mice (**b**–**e**). **f**, **g** qRT-PCR analysis of articular cartilage tissue of WT and *Oscar*^−*/−*^ mice subjected to sham or DMM surgery with error bars representing mean ± S.E.M. of *n* = 10 mice. **h**, **i** IHC analyses of MMP3, MMP13 and ADAMTS5 (**h**), aggrecan and COL2A1 (**i**) in OA articular cartilage from DMM surgery mice compared with sham-operated mice (*n* = 10). Scale bar = 50 μm. Two-way ANOVA was performed followed by Sidak’s Multiple Comparison’s test, with *p* values indicated in figure.

We further investigated the in vivo role of OSCAR in OA caused by DMM surgery, a commonly used surgical model in mice^25^ that mimics clinical meniscal injury in the development of human OA^28,29^ We found that *Oscar*^*−/*−^ mice that underwent DMM surgery exhibited significantly less articular cartilage destruction, as determined by Osteoarthritis Research Society International (OARSI) grade^25,30^ and safranin-O staining compared with WT mice that underwent DMM surgery (Fig. 2a, b). Other DMM-induced OA symptoms, such as subchondral bone sclerosis, loss of hyaline cartilage, and calcification of the articular cartilage zone, were also markedly reduced in *Oscar*^−*/−*^ mice (Fig. 2c, d). Three-dimensional microcomputed tomography (μCT) analysis showed that subchondral bone plate (SBP) thickness and bone volume were inhibited in *Oscar*^−*/*−^ mice compared with WT mice subjected to DMM surgery (Fig. 2e). Consistent with these findings, OSCAR deficiency resulted in downregulated expression of the extracellular matrix-degrading enzymes, such as MMP3, MMP13, and ADAMTS5 (Fig. 2f, h), and upregulation of aggrecan and COL2A1 (Fig. 2g, i). These results collectively suggest that OSCAR is needed for OA pathogenesis in mice.

### OSCAR regulates TRAIL-induced chondrocyte apoptosis

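Oscar, the gene that encodes the osteoclast-associated receptor, was read in every WT library and in none of the Oscar−/− libraries. It lies on the minus strand of chromosome 7 of GRCm38 from 3609813 to 3616157 (ENSMUSG00000054594). At 2 weeks Oscar was at 1.25 TPM (48 expected counts) in WT cartilage after sham surgery and at 3.53 TPM (118 expected counts) after surgical destabilization of the medial meniscus (DMM). At 4 weeks the WT values were 1.70 TPM (42 expected counts) after sham surgery and 4.21 TPM (94 expected counts) after DMM surgery. All 4 Oscar−/− libraries had 0 counts, which allows up to 3 counts per library. Against that floor the WT libraries were at least 8.01-fold higher (sham, 2 weeks), 26.2-fold (DMM, 2 weeks), 10.9-fold (sham, 4 weeks) and 36.2-fold (DMM, 4 weeks).

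The experiment comprised 8 libraries, 1 for each combination of genotype (WT or Oscar−/−), surgery (sham or DMM) and time (2 or 4 weeks). Each library was made from RNA of knee joint tissue combined from 10 articular cartilages, so no condition had a second library and the differences between single libraries have no replicate check. The paper describes stranded mRNA libraries, paired-end sequencing, trimming, alignment to GRCm38 with STAR and gene-level quantification with RSEM and a Gencode v22 annotation. The submitters' processing notes name a human genome build, whereas all 52636 gene identifiers in the deposited tables are mouse identifiers. The paper gives the RNA Mini Kit for extraction and the sample records give Trizol with a column clean-up. The deposited values were RSEM expected counts and TPM. Total expected counts at 2 weeks were 18533609 in WT sham, 18059010 in WT DMM, 13189181 in Oscar−/− sham and 15036551 in Oscar−/− DMM. At 4 weeks they were 14448052, 13262146, 14599125 and 17948825 in the same order. Counting intervals and floors below cover counting error alone.

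Transcripts of red blood cells were abundant in all 8 libraries. The 4 hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt took 37.7% of TPM in WT sham, 30.7% in WT DMM, 32.4% in Oscar−/− sham and 34.5% in Oscar−/− DMM at 2 weeks. At 4 weeks they took 29.6%, 31.0%, 26.5% and 37.0% in the same order. A list of 20 chondrocyte genes, with Col2a1 and Acan among them, summed to 0.222%, 0.151%, 0.349% and 0.146% of TPM at 2 weeks and to 0.156%, 0.180%, 0.222% and 0.130% at 4 weeks. Since TPM of all genes add up to a fixed total, a change in the hemoglobin share moves the TPM of every other gene.

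**Figure D1:**
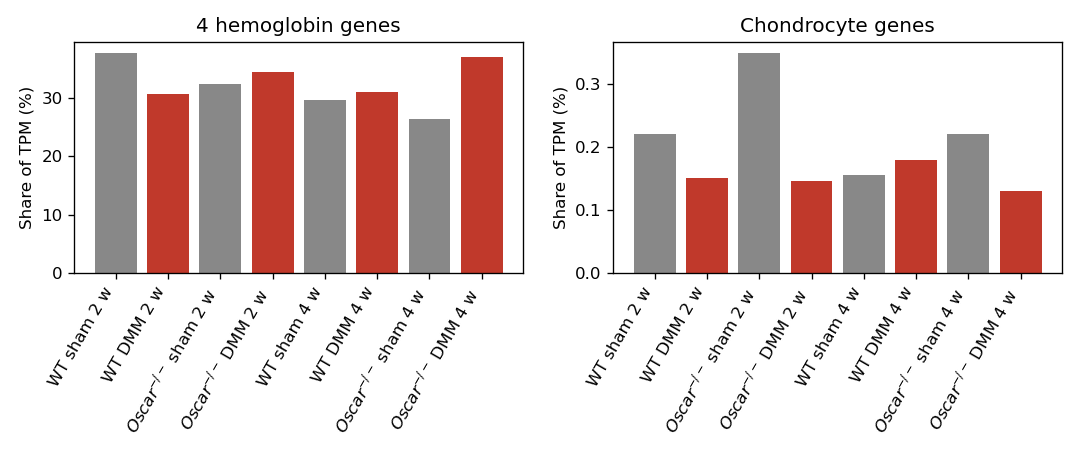
Share of TPM (%) taken by 4 hemoglobin genes (left) and by the chondrocyte gene list (right) in each of the 8 libraries, with sham in gray and DMM in red. Each bar is 1 library of pooled cartilage. Hemoglobin ranged from 26.5% to 37.7% and the chondrocyte list from 0.130% to 0.349%.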

To identify regulatory factors in OA pathogenesis that are regulated by OSCAR, we generated RNA-seq data for articular cartilage obtained at 2- and 4 weeks after sham or DMM surgery in *Oscar*^−/−^ and WT mice. A total of 12,597 protein-encoding genes with Transcripts Per Kilobase Million (TPM) values greater than 1 in at least one sample were used for differential gene expression analysis (Supplementary Fig. 3a, b). 

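Of the 21819 protein-coding genes in the deposited tables, 12538 had a TPM greater than 1 in at least 1 of the 8 libraries, and 11062 had it in every library. With genes of all types the number was 14812. Among the genes that passed were the cartilage matrix genes Col2a1 (59.5 to 209 TPM) and Acan (19.3 to 68.9 TPM), the matrix metalloproteinases Mmp2 (16.9 to 69.1 TPM) and Mmp13 (58.6 to 162 TPM), and Tnfsf10, which encodes TRAIL (0.72 to 1.80 TPM). Nos2, the inducible nitric oxide synthase, did not pass, with 0.07 to 0.38 TPM and 4 to 29 expected counts per library. Tnfrsf10b, which encodes the TRAIL receptor DR5, did not pass either. Gene types and symbols came from GENCODE M21 on GRCm38, in which 52403 of the 52636 identifiers were found when the version number was left out.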

As candidates for OSCAR regulatory factors, we focused on the genes commonly attenuated by *Oscar* deficiency at 2- and 4 weeks after surgery (Supplementary Fig 3c, d). 

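At 2 weeks 2585 genes had a higher TPM after DMM than after sham surgery in WT, a lower TPM after DMM in Oscar−/−, and a DIF below the lower quartile of −0.74. DIF is the log2(DMM/sham) ratio in Oscar−/− minus that in WT. At 4 weeks 2711 genes met these criteria with a lower quartile of −0.49, and 1265 genes met them at both weeks, where lists of these sizes drawn independently would share 559. The 10 attenuated genes with the lowest mean DIF among well-counted genes included Loxl4, a lysyl oxidase-like enzyme that cross-links collagen, with a DIF of −2.09 (counting SE 0.27) at 2 weeks and −1.97 (SE 0.31) at 4 weeks. Sema3d, a secreted semaphorin, had DIF values of −2.15 (SE 0.22) and −1.75 (SE 0.25). Shc2, an adaptor protein gene, had −2.29 (SE 0.24) and −1.80 (SE 0.26), and the transcriptional corepressor gene Hr had −2.23 (SE 0.25) and −1.91 (SE 0.26). The others were Gm38394, Arhgap42, Fam124a, Dbndd2, Gm45140 and Zfp651.

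The opposite pattern, lower after DMM in WT, higher after DMM in Oscar−/− and DIF above the upper quartile, was met by 908 genes at 2 weeks, 1450 at 4 weeks and 325 at both. Independent lists of these sizes would share 105, so that the excess was 3.09 times, against 2.26 times for the attenuated genes. The 10 with the highest mean DIF included the platelet genes Pf4, with 0.51 (SE 0.13) at 2 weeks and 0.97 (SE 0.07) at 4 weeks, Gp9, with 0.53 (SE 0.25) and 0.90 (SE 0.13), Gp1bb, with 0.81 (SE 0.27) and 0.81 (SE 0.12), and F2rl2. Across 12493 genes, which are not independent replicates, DIF at 2 weeks and at 4 weeks had a Pearson r of 0.384 and a Spearman rho of 0.492. Among the 24 ways to assign the 4 libraries of a week to the 4 conditions, the same way at both weeks, 4 gave at least 1265 genes, the real assignment included. All 4 have the same DIF by construction, since exchanging WT DMM with Oscar−/− sham, which gave 1463, or both genotype and surgery, which gives 1265, leaves it as it is. The highest number among the other assignments was 694.

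The median DIF over all expressed genes was −0.41 at 2 weeks and −0.22 at 4 weeks on TPM, and −0.01 and −0.02 on counts scaled by TMM. With single libraries replaced by those of the other week, the median on TPM was 0.18 (WT sham), −0.70 (WT DMM), −0.65 (Oscar−/− sham) and −0.27 (Oscar−/− DMM) at 2 weeks, and −0.80, 0.064, 0.031 and −0.37 at 4 weeks. With TMM scaling 1028 genes were attenuated and 1294 had the opposite pattern at both weeks, and 796 of the 1028 were among the 1265. When the genotype by surgery interaction was tested over all 8 libraries with edgeR's quasi-likelihood test, the weeks standing in for replicates, 657 genes had an adjusted p under 0.05, 480 with a lower and 177 with a higher response to DMM in Oscar−/−. With limma on log2(TPM + 1) 342 were lower and 8 higher, and with DESeq2 283 were lower and 174 higher. Of the 1265 genes, 355 were among the 480. The number of called genes was 73 without the WT DMM library of 2 weeks, 37 without Oscar−/− sham of 2 weeks, 409 without Oscar−/− DMM of 2 weeks, 1977 without WT sham of 4 weeks, 15 without WT DMM of 4 weeks, 102 without Oscar−/− sham of 4 weeks and 227 without Oscar−/− DMM of 4 weeks.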

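With each week's own libraries, genes of epithelial-mesenchymal transition and mesenchymal matrix had the lowest median DIF among the pathway lists at both weeks. The lists were written from general knowledge and are not the hallmark sets. Of the 29 measured genes of this list, 16 had a lower response to DMM in Oscar−/− by the interaction test of edgeR and none had a higher one (24 lower when adjusted over the list alone). Their median DIF was −1.22 at 2 weeks and −1.21 at 4 weeks on TPM, and −0.84 and −0.97 with TMM scaling. With single libraries replaced by those of the other week the TPM medians ranged from −1.58 to −0.89 and −1.45 to −0.73. The TMM-scaled medians then ranged from −1.27 to −0.29 at 2 weeks and −1.47 to −0.39 at 4 weeks. The collagen gene Col3a1 had DIF values of −1.52 and −1.98, and Loxl2 and Lox, which cross-link collagen, had −1.72 and −1.47 at 2 weeks. Of 28 TGF-beta signaling genes 10 were lower (20 over the list alone), with median DIF values of −1.03 and −0.73. With single libraries replaced these medians ranged from −1.31 to −0.53 at 2 weeks and −1.20 to −0.49 at 4 weeks. The ligand gene Tgfb3 had a DIF of −1.33 at 2 weeks and −1.45 at 4 weeks. Of 17 angiogenesis genes 6 were lower (12 over the list alone), with median DIF values of −1.16 and −0.83. Their TPM median was below that of the mesenchymal list at 2 weeks with the mean of both shams (−1.02 against −0.93). It was also lower with WT DMM (−1.40 against −1.01) or Oscar−/− sham (−1.35 against −0.89) of 2 weeks replaced. At 4 weeks the same held with WT sham (−1.51 against −1.33) or Oscar−/− DMM (−1.02 against −0.73) replaced. Immediate-early genes were the lowest pathway list with WT DMM of 2 weeks (−1.41) or WT sham of 4 weeks (−1.52) replaced. They were also below the mesenchymal list with Oscar−/− sham of 2 weeks or Oscar−/− DMM of 4 weeks replaced. TGF-beta, circadian clock and death ligand, receptor and decoy genes were below it with these Oscar−/− libraries or WT DMM of 2 weeks replaced. Matrix-degrading enzyme and TNF and NF-kappaB genes were so with either of these Oscar−/− libraries replaced. With the libraries not named here replaced the mesenchymal list stayed lowest. DESeq2 called 6 of the TGF-beta genes and 2 of the angiogenesis genes, and limma called 6 and 1, against 15 and 14 of the mesenchymal list.

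Of 21 hypoxia genes 2 were lower in edgeR (3 over the list alone), against 1 with DESeq2 and none with limma, while 7 lower and 1 higher had an unadjusted p under 0.05 in edgeR. Their medians were −0.61 and −0.42, and with TMM scaling 0.23 at 2 weeks with Oscar−/− sham replaced by the library of the other week and 0.065 at 4 weeks with WT sham replaced. Of 21 genes of the TNF and NF-kappaB response none was called in either direction by edgeR, DESeq2 or limma. In edgeR 3 had an unadjusted p under 0.05, and DESeq2 gave no adjusted p for 9. The median DIF values of −0.44 and −0.33 lay at the 52.4 and 20.1 percentiles of 10000 random lists matched on expression. With single libraries replaced by those of the other week they ranged from −0.93 to 0.27 and −1.07 to 0.15. Of 17 IL2-STAT5 genes 2 were lower in edgeR (2 lower and 1 higher over the list alone), against 1 lower and 1 higher with DESeq2 and none with limma, while 4 lower and 3 higher had an unadjusted p under 0.05 in edgeR. Their medians of −0.51 and −0.19 lay at the 30.3 and 68.2 percentiles, with a median of 0.05 at 4 weeks under TMM scaling. On TPM with single libraries replaced these medians ranged from −0.85 to 0.27 and −1.03 to 0.20. No gene was called by edgeR, DESeq2 or limma among 15 death receptor adaptors and caspases, 10 death ligands, receptors and decoys or 9 pro-apoptotic BCL2 genes, of which 2, 2 and 0 had an unadjusted p under 0.05 in edgeR and 1, 5 and 2 had no adjusted p in DESeq2. Among 9 pro-survival BCL2 and IAP genes 1 was higher (2 higher and 1 lower over the list alone), against 1 with DESeq2 and none with limma. The median DIF of the adaptors and caspases was −0.18 and −0.16 on TPM and 0.02 and 0.13 with TMM scaling. With single libraries replaced the TPM medians ranged from −0.47 to 0.26 at 2 weeks and −0.68 to 0.20 at 4 weeks.

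Cell type lists moved with these groups. The median DIF was −1.19 and −1.32 for fibroblast genes, −0.97 and −1.21 for osteoblast and osteocyte genes, −0.67 and −1.22 for chondrocyte genes and −0.93 and −0.63 for endothelial genes. For erythroid genes it was 0.21 and 0.35. With single libraries replaced the erythroid median ranged from 0.050 to 0.46 at 2 weeks and 0.052 to 0.53 at 4 weeks. The fibroblast median then ranged from −2.21 to −1.05 and −1.59 to −0.73. The endothelial median ranged from −1.09 to −0.47 and −1.05 to −0.52. By the interaction test 7 of 13 fibroblast, 8 of 15 osteoblast and osteocyte, 3 of 18 chondrocyte and 6 of 12 endothelial genes were lower, and 3 of 12 erythroid genes were higher (9, 12, 3, 8 and 7 when adjusted over each list alone). In the same order DESeq2 called 5, 9, 3, 2 and 4 genes and limma 7, 10, 5, 1 and 2. With Oscar−/− sham of 2 weeks replaced by the library of the other week, the chondrocyte median at 2 weeks was −0.25 on TPM and 0.30 with TMM scaling.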

Among 1270 selected genes (Fig. 3a), functional enrichment analysis of genes whose expression was altered by *Oscar* deficiency revealed epithelial–mesenchymal transition (EMT), apoptosis, TGFβ signaling, IL2-STAT5 signaling, and TNFα-NFκB signaling pathways (Fig. 3b). 

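Mmp2, which encodes a gelatinase and lies on chromosome 8 of GRCm38 from 92827291 to 92853420, was at 18.5 TPM after sham and 69.1 TPM after DMM surgery in WT at 2 weeks, and at 27.5 and 46.9 TPM in Oscar−/−. At 4 weeks it was at 16.9 and 59.4 TPM in WT and at 30.0 and 33.9 TPM in Oscar−/−. The DIF of Mmp2 was −1.13 (counting SE 0.08) at 2 weeks and −1.63 (SE 0.10) at 4 weeks, and its interaction log2 fold change was −1.20 (SE 0.14, adjusted p = 0.00438 from edgeR's quasi-likelihood test). Without the WT DMM library of 4 weeks its adjusted p was 0.0536, and it lay between 1.0e-07 and 0.0309 under the other settings. Mmp2 was above its sham level after DMM in Oscar−/− at both weeks, so that it was not among the 1265 genes. Epas1, which encodes HIF2α (chromosome 17, 86753700 to 86833410), was at 7.07 TPM after sham and 10.8 TPM after DMM in WT at 2 weeks and at 9.89 and 13.9 TPM at 4 weeks. In Oscar−/− it was at 13.0 and 10.2 TPM at 2 weeks and at 11.2 and 10.3 TPM at 4 weeks. Its DIF was −0.96 (SE 0.09) at 2 weeks and −0.61 (SE 0.10) at 4 weeks. Ptgs2, which encodes cyclooxygenase-2 (chromosome 1, 150100031 to 150108227), was at 0.49 and 0.78 TPM in WT and 0.83 and 0.73 TPM in Oscar−/− at 2 weeks, and at 1.07 and 1.85 TPM and 1.36 and 0.86 TPM at 4 weeks. Its DIF was −0.86 (SE 0.39) at 2 weeks and −1.45 (SE 0.32) at 4 weeks. The interaction of Epas1 (adjusted p = 0.10) and of Ptgs2 (adjusted p = 0.126) did not pass the threshold in edgeR. Nos2 (chromosome 11, 78920787 to 78960254) had 5 and 29 expected counts after sham and DMM in WT and 8 and 10 in Oscar−/− at 2 weeks, and 4, 8, 10 and 5 at 4 weeks. Its DIF was −2.44 (SE 0.98) and −1.99 (SE 1.19). With a library replaced by that of the other week, the DIF of Epas1 was −0.48 at 2 weeks (WT sham), and −1.09 (WT sham) and −0.25 (WT DMM) at 4 weeks. The DIF of Ptgs2 was then 0.27 (WT sham), −2.10 (WT DMM) and −1.57 (Oscar−/− sham) at 2 weeks, and −2.58 (WT sham), −0.21 (WT DMM) and −0.74 (Oscar−/− sham) at 4 weeks.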

Expression of the EMT gene, *Mmp2* (encoding metalloprotease 2), the hypoxia gene, *Epas1* (encoding HIF2α), and the TNFα-NFκB pathway genes, *Nos2* and *Ptgs2*, were decreased in *Oscar*^−/−^ mice (Supplementary Fig. 3e). These genes were already known to be associated with OA pathogenesis^12,31,32^.

**Fig. 3:**
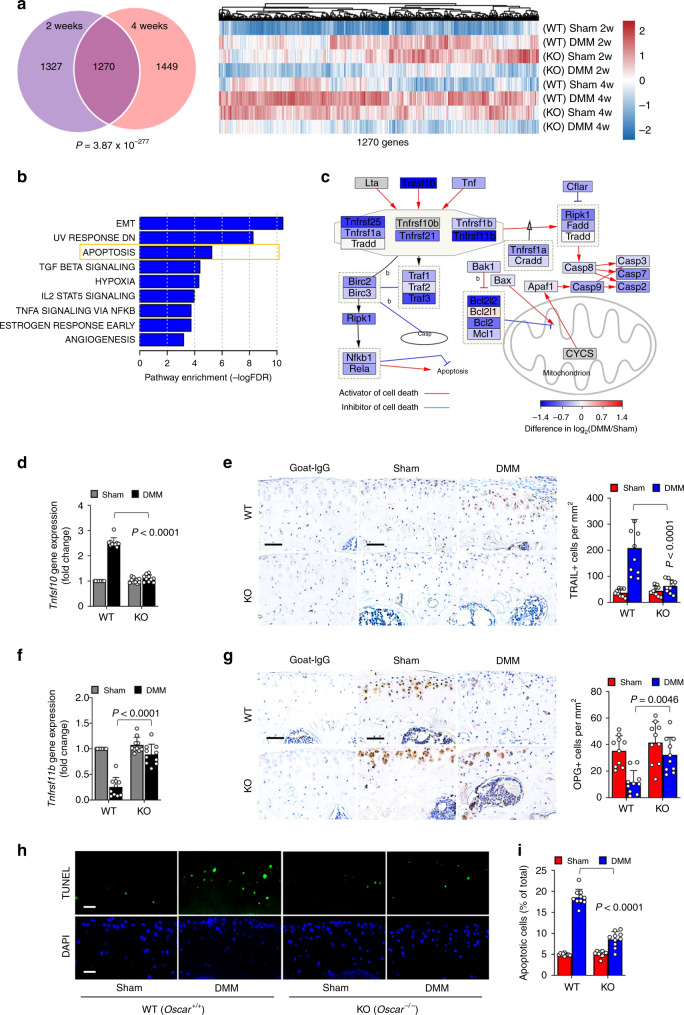
OSCAR regulates OA pathogenesis via TRAIL-induced articular chondrocyte apoptosis. **a** Selection of putative *Oscar* targets involved in OA pathogenesis. Venn diagram indicating the number of genes attenuated in articular cartilage *Oscar*^−*/−*^ mice after DMM surgery (left). Hypergeometric *p* value measuring the significance of enrichment is depicted. Gene-wise scaled gene expression patterns of 1270 common genes in each sample are shown (right). **b** Functional annotations significantly enriched for 1270 common genes. Hypergeometric tests were performed using the hallmark gene annotation in MsigDB, yielding enrichment scores, defined as −log_10_ (FDR). **c** Simplified apoptotic signaling pathway altered by *Oscar* deficiency. Each gene is colored with the DIF score, defined as the extent to which gene expression is altered by *Oscar* deficiency. A negative DIF indicates transcriptional suppression in *Oscar*^*−/−*^ mice. The network was visualized by Cytoscape v3.7 software. **d**, **e** qRT-PCR (**d**) and IHC (**e**) analyses of TRAIL in OA articular cartilage from DMM surgery mice compared to sham-operated mice. Scale bar = 50 μm. **f**, **g** mRNA levels (**f**) and immunostaining (**g**) for OPG in articular cartilage tissue from sham surgery or DMM surgery mice. Scale bar = 50 μm. **h**, **i** Apoptotic articular chondrocytes were detected and quantified by TUNEL assay. Scale bar = 25 μm. Error bars represent mean ± S.E.M. of *n* = 10 mice (**d**–**g**, **i**). Two-way ANOVA was performed followed by Sidak’s Multiple Comparison’s test, with *p* values indicated in figure.

Network analysis showed that cell death regulatory pathways are involved in OSCAR-dependent OA (Fig. 3c). 

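Most genes of the cell death network had a DIF below 0 on TPM, as did 82.4% of all expressed genes at 2 weeks and 74.9% at 4 weeks. Of 34 network genes looked up, 32 were among the expressed genes, and their DIF was below 0 for 30 at 2 weeks and for 28 at 4 weeks. With TMM scaling it was below 0 for 19 and 21, with medians of −0.04 and −0.07 against −0.43 and −0.26 on TPM. The genes attenuated at both weeks were Tnfsf10 and Bcl2l2, which encodes the pro-survival protein BCL-W. Bcl2l2 had a DIF of −1.22 (counting SE 0.17) at 2 weeks and −0.68 (SE 0.16) at 4 weeks, and −0.68 and −0.32 with TMM scaling. At 2 weeks the adaptor gene Traf3 had a DIF of −1.02 (SE 0.14), the death receptor gene Tnfrsf21 −0.78 (SE 0.11), the kinase gene Ripk1 −0.71 (SE 0.11) and Bcl2 −0.79 (SE 0.18). At 4 weeks the values of these 4 genes were −0.00 (SE 0.13), −0.27 (SE 0.09), −0.38 (SE 0.11) and −0.27 (SE 0.17). With TMM scaling they were −0.44, −0.37, −0.25 and −0.44 at 2 weeks. The TMM-scaled values at 4 weeks were −0.03, −0.07, −0.21 and −0.06. The pro-survival gene Bcl2l1 had a DIF of 0.12 (SE 0.06) at 2 weeks and 0.18 (SE 0.06) at 4 weeks. With TMM scaling it had 0.53 and 0.33. None of the 32 genes passed the interaction test of edgeR at an adjusted p under 0.05, none did when adjusted over the list alone, and none did with limma or with DESeq2, which gave no adjusted p for 5, while 4 had an unadjusted p under 0.05 in edgeR. Without the WT sham library of 4 weeks, Bcl2l2 (lower, adjusted p = 0.0225) and Bcl2l1 (higher, adjusted p = 0.0319) passed in edgeR, where the highest adjusted p over the settings was 0.410 and 0.701. From its network analysis the paper states that cell death regulatory pathways take part in OSCAR-dependent OA (Fig. 3c).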

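Tnfsf10 lies on chromosome 3 of GRCm38 from 27317028 to 27342427 (ENSMUSG00000039304). After DMM it was above sham in WT, at 1.75 against 0.72 TPM (170 and 81 expected counts) at 2 weeks and at 1.80 against 1.15 TPM (116 and 82 expected counts) at 4 weeks. In Oscar−/− it was at 1.22 TPM after DMM and 1.36 TPM after sham (102 and 98 expected counts) at 2 weeks and at 1.46 and 1.51 TPM (139 and 107 expected counts) at 4 weeks. The log2(DMM/sham) ratio was 1.28 in WT and −0.16 in Oscar−/− at 2 weeks, and 0.65 and −0.05 at 4 weeks. This gives a DIF of −1.44 (counting SE 0.28) at 2 weeks and −0.69 (SE 0.28) at 4 weeks. Over both weeks the interaction log2 fold change was −0.76 (SE 0.23, adjusted p = 0.0815 from edgeR's quasi-likelihood test), which did not pass the threshold, and the adjusted p ranged from 0.0617 to 0.339 over the other settings, apart from DESeq2, which gave none. With TMM scaling the DIF was −1.01 and −0.50, and Tnfsf10 was then not among the genes attenuated at both weeks. With the WT sham library of a week replaced by that of the other week, the DIF was −0.76 at 2 weeks and −1.37 at 4 weeks.

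**Figure D2:**
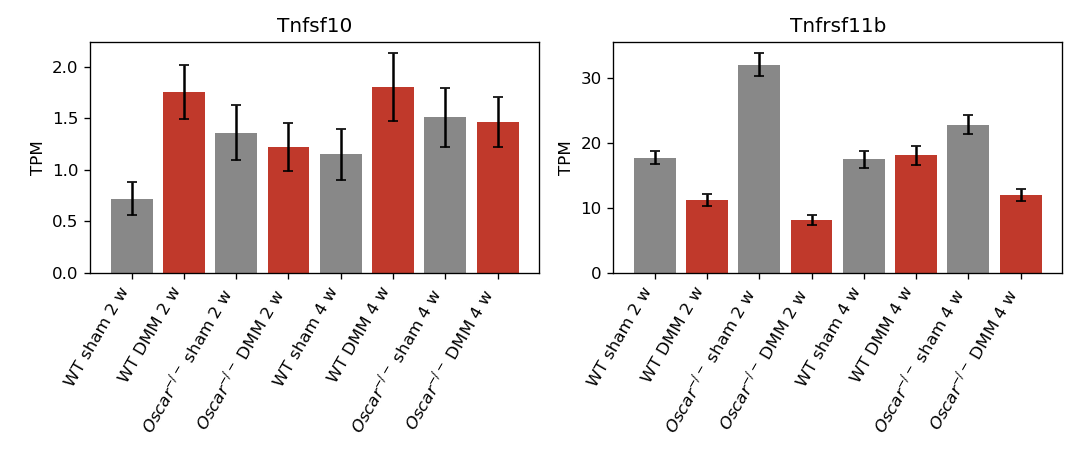
TPM of Tnfsf10 (left) and Tnfrsf11b (right) in each of the 8 libraries, with sham in gray and DMM in red. Each bar is 1 library and the error bars are 95% counting intervals. Tnfsf10 lay between 0.72 and 1.80 TPM and was lowest in the WT sham library of 2 weeks.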

The gene encoding tumor necrosis factor-related apoptosis-inducing ligand (TRAIL; *Tnfsf10*), which functions as a cell death-inducing ligand^33,34^, was one of the significantly altered genes whose expression was downregulated in OA chondrocytes in *Oscar*^−/−^ mice (Fig. 3c). Significant downregulation of TRAIL (encoded by *Tnfsf10*) in OA chondrocytes in *Oscar*^*−/−*^ mice was confirmed by quantitative reverse transcription polymerase chain reaction (Fig. 3d). DMM-induced upregulation of TRAIL levels in articular cartilage was reduced in *Oscar*^−*/−*^ mice compared with that in WT mice (Fig. 3e). A decoy receptor, osteoprotegerin (OPG encoded by *Tnfrsf11b*), binds to TRAIL^35^, resulting in the suppression of the function of TRAIL to induce chondrocyte apoptosis^36,37^. Thus, we investigated whether OSCAR also regulates OPG expression in OA chondrocytes. Interestingly, OPG mRNA was substantially decreased in mice with DMM-induced OA (Fig. 3f). In addition, OPG levels were also markedly decreased in the articular cartilage of mice with OA (Fig. 3g). However, we found no significantly changes in the levels of OPG mRNAs and proteins in OA chondrocytes in *Oscar*^−*/−*^ mice, indicating that OSCAR deficiency in mice prevents the reduction of OPG expression (Fig. 3f, g). In addition, terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining showed increased apoptosis in OA chondrocytes in WT mice compared with that in *Oscar*^*−/−*^ mice (Fig. 3h, i). Similar to OA chondrocytes in mice, expression of *Tnfsf10*, but not *Tnfrsf11b*, as well as chondrocyte apoptosis were increased in the damaged regions of human OA patients (Supplementary Fig. 3g, h). Collectively, these results strongly suggest that OSCAR reciprocally regulates TRAIL and OPG expression in OA chondrocytes and is thereby responsible for increased chondrocyte apoptosis during OA pathogenesis.

### OSCAR affects chondrocyte apoptosis by collagen binding

The direct role of OSCAR in apoptosis was further examined using the primary cultures of murine articular chondrocytes. We examined OSCAR expression in primary cultures of murine chondrocytes stimulated with interleukin-1β (IL-1β) or tumor necrosis factor-α (TNF-α), both of which are OA-associated pro-inflammatory cytokines^38^. Treatment of IL-1β, but not TNF-α, moderately increased the levels of OSCAR and TRAIL (Supplementary Fig. 4a, b). However, pretreatment with collagenase, followed by IL-1β treatment, markedly increased levels of OSCAR and TRAIL, but not OPG, (Supplementary Fig. 4a, b) and further induced chondrocyte apoptosis (Fig. 4a, Supplementary Fig. 4c). Furthermore, IL-1β together with collagenase upregulated TRAIL receptor DR5 (encoded by *Tnfrsf10b*), but not DcR1 (encoded by *Tnfrsf10c*), DcR2 (encoded by *Tnfrsf10d*), or RANKL (encoded by *Tnfsf11*) (Supplementary Fig. 4d). Interestingly, a TRAIL neutralizing antibody downregulated expression of OSCAR and TRAIL as well as cell death regulatory genes in chondrocytes from WT, but not *Oscar*^−/−^ mice, treated with IL-1β in the presence of collagenase (Supplementary Fig. 4e–g).

**Fig. 4:**
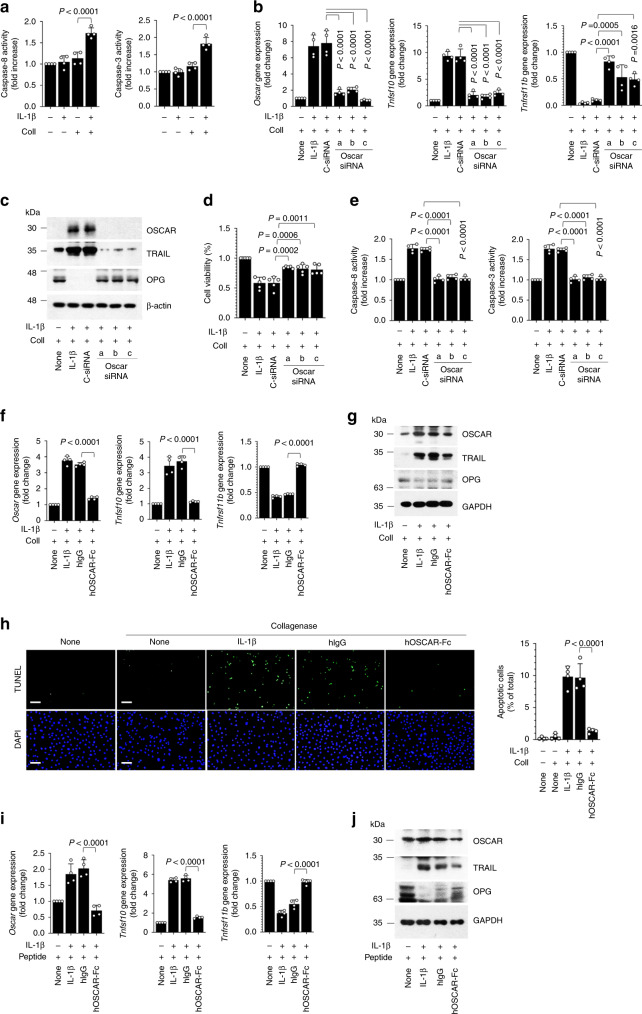
OSCAR–collagen binding co-stimulates IL-1β-induced apoptotic signaling in articular chondrocytes. **a** Caspase activity in mouse articular chondrocytes treated with IL-1β (5 ng mL^−1^) and collagenase (Coll, 50 U mL^−1^). **b**, **c** qRT-PCR analysis (**b**) and western blotting (**c**) in mouse articular chondrocytes. Chondrocytes were either untreated or transfected with control siRNA (C-siRNA) (100 nM) or siRNAs specific for mouse *Oscar* and exposed to IL-1β (5 ng mL^−1^) and collagenase (50 U mL^−1^) for 48 h. **d** Articular chondrocyte viability was quantified by MTT assay. Error bars represent mean ± S.E.M. of *n* = 5 wells. **e** Caspase-8 and caspase-3 activity was measured using the respective assay kits. **f**, **g** qRT-PCR analysis (**f**) and western blotting (**g**) in mouse articular chondrocytes. Chondrocytes were treated with hIgG or hOSCAR-Fc (10 μg ml^−1^) with collagenase and exposed to IL-1β for 48 h. **h** Apoptotic articular chondrocytes were detected and quantified by TUNEL assay. Scale bar = 100 μm. **i**, **j** qRT-PCR analysis (**i**) and western blotting (**j**) in mouse articular chondrocytes treated with 10 μΜ OSCAR-binding triple-helical peptide before IL-1β treatment. Articular chondrocytes were treated with hOSCAR-Fc for 48 h. Error bars shown in **a**, **b**, **e**, **f**, **h** and **i** are mean ± S.E.M. for *n* = 4 independent experiments. One-way ANOVA was performed followed by Dunnett’s Multiple Comparison’s test (**a**, **i**) and Tukey’s Multiple Comparison’s test (**b**, **d**, **e**, **f**, **h**), with *p* values indicated in figure.

To examine the stimulatory effects of OSCAR on chondrocyte apoptosis, we knocked down *Oscar* using small inhibitory RNA (siRNA). The knockdown of *Oscar* markedly decreased mRNA and protein levels of TRAIL (Fig. 4b, c). Moreover, it inhibited IL-1β-induced chondrocyte apoptosis (Fig. 4d, e). These effects were inhibited by a soluble hOSCAR-Fc prepared by fusing the non-cytoplasmic domain of human OSCAR to the Fc part of human IgG1 (Fig. 4f, g). In addition, TUNEL staining showed that hOSCAR-Fc efficiently blocks chondrocyte apoptosis (Fig. 4h). Remarkably, we found that a minimal OSCAR-binding triple-helical peptide, followed by IL-1β treatment, upregulated TRAIL and reduced OPG. These peptide effects could be inhibited by treatment of a soluble hOSCAR-Fc (Fig. 4i, j). Collectively, these results suggest that OSCAR stimulation in chondrocytes is responsible for the coordinate increase of TRAIL relative OPG, hence exerting a catabolic effect on chondrocytes under conditions of collagen degradation.

### OSCAR-Fc protects against articular cartilage degeneration

To study the impact of OSCAR inhibition on experimental OA, we used two OA mouse models: collagenase-induced OA mice and mice that underwent DMM surgery. We injected hOSCAR-Fc (2 mg kg^−1^) or an isotype-matched IgG1 control (2 mg kg^−1^) once per week for 8 weeks in DMM-operated mice. In agreement with our above data for *Oscar*^*−/*−^ mice, the treatment of hOSCAR-Fc significantly reduced all collagenase- or DMM-induced manifestations of OA, including articular cartilage destruction, subchondral bone sclerosis, loss of hyaline cartilage, and calcification of the articular cartilage zone (Fig. 5a–d, Supplementary Fig. 5a–d). Moreover, expression of the matrix-degrading enzymes, MMP3, MMP13, and ADAMTS5 and TRAIL, were decreased in OA chondrocytes from hOSCAR-Fc-treated mice (Fig. 5e, g, Supplementary Fig. 5e), whereas expression of type II collagen, aggrecan, and OPG were increased by hOSCAR-Fc treatment (Fig. 5f, g, Supplementary Fig. 5f). Furthermore, chondrocyte apoptosis was markedly suppressed in OA chondrocytes from hOSCAR-Fc treated mice (Fig. 5h, i). The OSCAR-Fc derived from the murine *Oscar* sequence (mOSCAR-Fc) exerted similar inhibitory effects on experimental OA models (Supplementary Fig. 5g–i). These data suggest that the OSCAR-Fc protein exerts its disease-modifying effects on OA by blocking OSCAR.

**Fig. 5:**
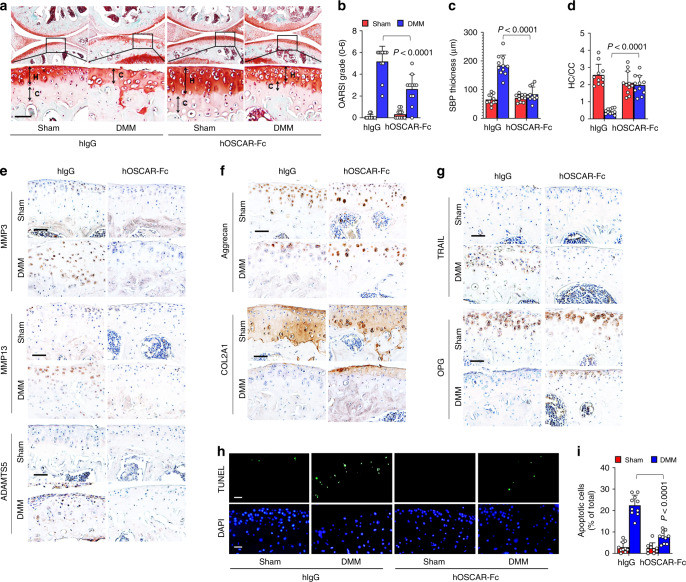
OSCAR-Fc blocks OA pathogenesis in mice. WT mice subjected to sham or DMM surgery were IA-injected with human IgG as a control or hOSCAR-Fc (2 mg kg^−1^) to block OSCAR in joint tissue. Articular cartilage sections were subjected to safranin-O staining (**a**) and quantitative analysis of OARSI grade (**b**), SBP thickness (**c**), and ratio of hyaline cartilage (HC) to calcified cartilage (CC) (**d**). Scale bar = 50 μm. Error bars represent mean ± S.E.M. of *n* = 10 mice (**b**–**d**). **e**–**g** IHC analyses of MMP3, MMP13, and ADAMTS5 (**e**), aggrecan and COL2A1 (**f**), and TRAIL and OPG (**g**) in articular cartilage tissue from sham surgery or DMM surgery mice (*n* = 10). Scale bar = 50 μm. **h**, **i** Apoptotic articular chondrocytes were detected and quantified by TUNEL assay. Scale bar = 25 μm. Error bars represent mean ± S.E.M. of *n* = 10 mice (**i**). Two-way ANOVA was performed followed by Sidak’s Multiple Comparison’s test, with *p* values indicated in figure.

## Discussion

In the present study, we demonstrated that the OSCAR levels increase during OA pathogenesis in human and mouse articular cartilages. *Oscar* deficiency in mice prevents the development of OA, lowers the expression levels of OA catabolic factors and extracellular matrix molecules. Mechanistically, we found that OSCAR regulates chondrocyte apoptosis during OA pathogenesis. *Oscar* knockdown or deficiency suppresses OA pathogenesis by downregulating TRAIL, and reduced expression of TRAIL in joint tissue inhibits OA cartilage destruction by blocking an apoptotic signal in chondrocytes. Furthermore, OSCAR-Fc protein inhibited OA-induced cartilage destruction in mouse models, suggesting that OSCAR may represent a therapeutic target against OA.

Collagen is the most abundant protein present in mammals^39^. In humans, various collagen subtypes are present in connective tissues of diverse organs^40^ and exert an important role in cellular functions such as proliferation, migration, and apoptosis^41^. In RA, structural damage increases the turnover rate of collagen within the joint, allowing interaction with immune cells^42^. For example, monocytes expressing OSCAR have been detected in RA synovium interacting with the exposed collagen^16,22^. To date, the role of collagen-recognition receptors in OA pathogenesis has not been clearly defined. A recent report indicated that the degradation and decrease in COL2A1 may initiate and promote OA progression^43,44^, which suggests that collagen degradation plays a central role in the pathogenesis of OA.

OSCAR is expressed in myeloid cells, including monocytes, macrophages, dendritic cells, and osteoclasts^18,45–47^. Osteoclasts can bind to collagens exposed on bone surfaces to promote osteoclast formation^16^. However, expression of OSCAR in chondrocytes has not been reported previously. Therefore, we hypothesized that cartilage collagen may become available for interaction with OSCAR-expressing chondrocytes and may considerably influence OA joints. Our results indicate that the collagen–OSCAR interaction resulted in chondrocyte apoptosis to promote OA development following mechanical injury induced by DMM surgery in mice. Since the DMM model is most representative of OA development following traumatic joint injury in humans^28,29^, our findings suggest that traumatic OA occurs as result of collagen–OSCAR binding. It will be of interest to investigate whether OSCAR is involved in nontraumatic OA, such as age-associated OA. Further studies on detailed OSCAR expression and function in other subsets of OA are needed to define the mechanistic basis for OA development.

To investigate the molecular mechanisms that regulate the function of OSCAR in OA, we performed RNA-seq analysis to search for OSCAR regulatory factor(s). We found that OSCAR is closely related to TRAIL-mediated chondrocyte apoptosis in OA pathogenesis. TRAIL is a type II transmembrane protein of the TNF superfamily that triggers the apoptotic signaling cascade by binding to either of the two cognate death receptors, TRAIL-R1/DR4 and TRAIL-R2/DR5, which are expressed on the cell surface^36,48,49^. Previous reports demonstrated the involvement of TRAIL in the development of collagen-induced arthritis^50,51^. In humans, normal articular chondrocytes express TRAIL receptors, thereby modulating apoptosis. Moreover, cartilage obtained from OA-induced rats showed increased expression of TRAIL^36,37^. In addition, TRAIL binds to the decoy receptors, OPG, DcR1, and DcR2, that either lack a death domain or contain a truncated death domain^35,49,52^, and is thereby unable to activate an apoptotic signal. In this study, we have shown that TRAIL is downregulated in articular cartilage of *Oscar*-deficient mice, thus inhibiting chondrocyte cell death. Our results suggest a close regulation between OSCAR and TRAIL as well as OPG during OA pathogenesis. A recent study, using on an OPG transgenic OA mouse, suggested that the administration of OPG prevents chondrocyte apoptosis because of the ability of OPG to bind TRAIL, an inducer of chondrocyte apoptosis^53^. 

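Tnfrsf11b, which encodes the decoy receptor osteoprotegerin (OPG) and lies on chromosome 15 of GRCm38 from 54250619 to 54278484, had a lower TPM after DMM than after sham surgery in both genotypes at 2 weeks. It was at 11.2 against 17.7 TPM in WT (596 and 1089 expected counts) and at 8.15 against 32.0 TPM in Oscar−/− (373 and 1267 expected counts), a log2 ratio of −0.67 in WT and −1.97 in Oscar−/−. At 4 weeks it was at 18.1 against 17.5 TPM in WT and at 12.0 against 22.8 TPM in Oscar−/−. The DIF was −1.31 (counting SE 0.11) at 2 weeks and −0.98 (SE 0.11) at 4 weeks, and −0.90 and −0.78 with TMM scaling. The sham libraries of Oscar−/− were above those of WT at both weeks. Over both weeks the interaction log2 fold change was −0.83 (SE 0.35, adjusted p = 0.174 from edgeR's quasi-likelihood test), which did not pass the threshold. With a library replaced by that of the other week, the DIF at 2 weeks was −2.0 (WT DMM), −0.82 (Oscar−/− sham) and −0.75 (Oscar−/− DMM), and at 4 weeks −0.28 (WT DMM) and −1.53 (Oscar−/− DMM).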

Interestingly, OPG was one of the altered genes whose expression was downregulated in *Oscar*^*−/*−^ mice in the early stage of OA (Fig. 3c). In WT mice, OPG expression was significantly decreased in the late stage of OA, but *Oscar* deficiency maintained OPG expression (Fig. 3f, g, Supplementary Fig. 3f). It will be important to define the temporal relationship between TRAIL and OPG in the development and progression of OA, including how OSCAR reciprocally affects their expression.

To induce apoptosis in primary chondrocytes, we treated them with IL-1β with collagenase. The effect of IL-1β on chondrocyte apoptosis is controversial and appears to depend on experimental conditions^54–56^. In humans, collagenase treatment of primary chondrocytes induces chondrocyte apoptosis, which can be inhibited by insulin-like growth factor-1^57^. In this study, we found that OSCAR is enhanced by collagenase, which causes the upregulation of TRAIL, suppression of OPG expression, and amplification of apoptotic signaling. These data suggest that OSCAR may contribute to OA by epitope exposure of collagen. Degradation of collagen fibers by collagenase generally leads to exposure of embedded sequences in cartilage which can cause an interaction with OSCAR and consequently apoptosis of chondrocytes. We confirmed that the minimal binding motif of collagen induces OSCAR expression and higher TRAIL-mediated chondrocyte apoptosis. In conclusion, collagen–OSCAR binding can be considered as a damage-related molecular pattern signal in chondrocytes to induce OA pathogenesis.

There are several potential limitations to our study. First, it was previously shown that the development of histologic OA following DMM in mice is associated with poor functional outcomes including pain^58,59^. The data presented in this study demonstrate that the collagen–OSCAR interaction contributes to cartilage and joint degeneration following DMM, and consistent with prior works^58,59^. Such pathologic changes are expected to result in pain and impaired motile function. Future studies are required to further determine the role of OSCAR in OA-associated pain and joint dysfunction. Second, while our findings demonstrate that OSCAR is increased in OA chondrocytes in humans and in murine chondrocytes stimulated with the OA-associated pro-inflammatory cytokine IL-1β, further investigation is needed to identify the transcription factor(s) responsible for IL-1β-dependent OSCAR upregulation.

In addition, we developed OSCAR-Fc fusion proteins that inhibit pathological OA pathogenesis. Although OA, the most common form of arthritis, is the leading cause of disability, there is no effective disease-modifying therapy. Thus, the development of strategies to disrupt the OSCAR–collagen interaction with biologics, such as Fc fusion proteins and neutralizing antibodies, or small molecules may provide potential therapeutics for OA.

Collectively, our findings demonstrate that dysregulation of the OSCAR–collagen interaction caused by OSCAR deficiency affects chondrocyte apoptosis via the downregulation of TRAIL expression in OA pathogenesis, and OSCAR-Fc fusion proteins blocked OA pathogenesis. Thus, our results suggest that OSCAR acts as a catabolic regulator of cartilage degeneration via chondrocyte apoptosis, and support that OSCAR could be a therapeutic target for OA.

## Methods

### Experimental OA in mice

C57BL/6J (WT) male mice and OSCAR-deficient mice (*Oscar*^*−/−*^, C57BL/6) were used for experimental OA studies. We purchased 8–10-week-old C57BL/6 male mice from Japan SLC, Inc. (Hamamatsu, Japan); C57BL/6 *Oscar*^*−/*−^ mice have been described previously^16^. Experimental OA was induced by IA injection of collagenase^27,28^ in 8–10-week-old male mice or by DMM surgery^25,28,29^ in 10–12-week-old male mice. To induce collagenase-induced OA, mice were injected with 10 U of collagenase dissolved in 10 μl phosphate-buffered saline (pH 7.4) at the right knee joint space through the IA space along the patellar tendon. The collagenase type VII (from *Clostridium histolyticum*, enzyme activity > 500 U) was purchased from Sigma-Aldrich (St Louis, MO, USA). In DMM surgery, the medical meniscus ligament was surgically removed from the right knee joint of hind limb. Mice injected with phophate0buffered saline or sham-operated mice were used as controls. The mice were euthanized at 1, 2, 4, or 8 weeks after OA induction. To study the protective effects of OSCAR-Fc from induced OA, we prepared soluble hOSCAR-Fc fusion protein by fusing the non-cytoplasmic domain of human OSCAR to the Fc part of human immunoglobulin G1 (IgG1). We injected 2 mg kg^−1^ of hOSCAR-Fc fusion protein or 2 mg kg^−1^ of an isotype-matched IgG1 control once per week for 4 or 8 weeks, beginning 1 week after IA collagenase injection or DMM surgery, respectively. The mice were euthanized at 5 or 9 weeks after OA induction and subjected to biochemical and histological analyses. All mice were maintained in pathogen-free barrier facilities. Mice were housed in barrier facility at 5 or less per cage at 24–26 °C with humidity ranging between 30 and 60% with 12 h light/dark cycles. For each experiment, age- and sex-matched mice were used and randomly allocated to each experimental group. All animal experiments were approved by the Institutional Animal Care and Use Committees (IACUC) (Protocol No: IACUC 19-027) of Ewha Womans University and followed National Research Council Guidelines.

### Human samples

Cartilage tissues with OARSI grade 6 were obtained from ten patients with OA ranging in age from 63 to 78 years (three males and seven females) during total knee replacement surgery. To rule out the effects of other underlying diseases, OA patients had no RA, metabolic disease, or other inflammatory diseases at the time of surgery (Source data Fig. 1c). The institutional review board of Yonsei University (Protocol No: IRB 3-2018-0251), Gangnam Severance Hospital, South Korea, approved the use of the articular cartilage. All participants provided informed consent.

### Micro-CT analyses

To analyze knee joints, samples were isolated from 10- to 12-week-old male WT and *Oscar*^−*/−*^ mice subjected to DMM surgery. The samples were fixed in 10% formaldehyde and scanned using a Skyscan 1176 in vivo μCT scanner (Bruker micro-CT, Kontich, Belgium) at 75 kV and 333 μA. A total of 360° views were acquired at 0.7° angle increments, each for an exposure time of 260 ms, to give a resolution of 18 μm. The raw data from the tibiae acquired by micro-CT were translated into two-dimensional cross-sectional gray scale image slices using NRecon (Bruker microCT, Kontich, Belgium). From the acquired two-dimensional images, structural parameters of the tibial trabecular bone were evaluated by a CT Analyzer (CT-AN, v1.10.9.0, Bruker microCT, Kontich, Belgium), including SBP thickness (μm) and the bone volume fraction (BV, mm^3^).

### Histology and immunohistochemistry

At the end of the experiments, the knee joints of the mice were fixed in 10% formaldehyde at 4 °C for >48 h, decalcified in 0.5 M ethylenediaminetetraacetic acid in PBS (pH 7.4) for 14 days, and embedded in paraffin. Next, the paraffin blocks were cut into 5 μm sections and stained with hematoxylin and eosin and safranin-O. Articular cartilage destruction was scored using OARSI grades (0–6), a standard OA-grading system^25,30^, while sclerosis and articular cartilage destruction were identified by safranin-O staining and measured using OsteoMeasureXP (OsteoMetrics, Inc., Atlanta, GA, USA), Adobe photoshop (v19.1.3, San Jose, CA, UA), and an Olympus DP72 charge-coupled device camera (v2.1, Olympus Corporation, Tokyo, Japan). Subchondral bone sclerosis was determined by measuring the SBP thickness^3^. Immunostaining was performed using a standard protocol. The knee joint sections were incubated with primary anti-OSCAR antibody (Cat# SC34235, Santa Cruz Biotechnology, 1:200 dilution) at 4 °C overnight. To detect immunoactivity, we used a 3,3′-diaminobenzidine peroxidase (horseradish peroxidase) substrate detection kit (Vector Laboratories, Inc., Burlingame, CA, USA) and counterstained with hematoxylin. Additional immunostaining was performed using antibodies against MMP3 (Cat# Ab53015, Abcam, 1:50 dilution), MMP13 (Cat# Ab51072, Abcam, 1:25 dilution), aggrecan (Cat# Ab1031, Abcam, 1:100 dilution), COL2A1 (Cat# MAB8887, Sigma-Aldrich, 1:50 dilution), ADAMTS5 (Cat# GTX100332, Genetex, 1:50 dilution), OPG (Cat# sc8468, Santa Cruz Biotechnology, 1:200 dilution), and TRAIL (Cat# AF1121, R&D System, 1:200 dilution). Articular chondrocyte apoptosis was determined using the TUNEL assay and a kit from Millipore (Temecula, CA, USA). The specimens were visualized under a fluorescence microscope and the number of apoptotic articular chondrocytes in relation to the total number of cells was counted.

### Primary culture of articular chondrocytes

Articular chondrocytes were isolated from femoral condyles and tibial plateaus of 4–5-day-old Institute of Cancer Research mice by digestion with 0.2% collagenase type II^60^. The chondrocytes were maintained in Dulbecco’s modified Eagle’s medium (DMEM; HyClone, Logan, UT, USA) containing 10% fetal bovine serum and were treated with 5 ng mL^−1^ of IL-1β or 50 ng mL^−1^ of TNF-α for 48 h. *Oscar*-specific siRNAs were designed with the coding sequences of mouse *Oscar*, which are shown in Supplementary Table 1. Chondrocytes were cultured for 60 h and transfected for 7–8 h with siRNAs using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). Transfected cells were exposed for 2 h with 50 U mL^−1^ collagenase type VII (Sigma-Aldrich, St Louis, MO, USA), before being treated with IL-1β for 48 h. Non-silencing siRNA was used as a negative control. Articular chondrocytes were isolated from femoral condyles and tibial plateaus of 2–3-day-old WT and *Oscar*^−*/*−^ mice. Chondrocytes were exposed for 2 h with 50 U mL^−1^collagenase, then preincubated for 30 min with 1 μg mL^−1^ TRAIL neutralizing antibody (Cat# 14-5951-82, Thermo Fisher Scientific), before being treated with IL-1β. Rat IgG2a kappa isotype (Cat# 12-4321-80, Thermo Fisher Scientific) was used as a negative control. Chondrocytes were incubated for 2 h with 5 μM of an OSCAR-binding triple-helical peptide, before being treated with IL-1β or 10 μg mL^−1^ hOSCAR-Fc fusion protein. Articular chondrocyte apoptosis was determined using the TUNEL assay and a kit from Millipore (Temecula, CA, USA). The OSCAR-binding triple-helical peptide was synthesized by Peptron (Daejeon, Korea), and the purity was analyzed using high-performance liquid chromatography. A triple-helical-forming peptide^16,19,20^ composed of the minimal binding motif (GPO)_3_GPOGPAGFO(GPO)_2_G was used for western blot and quantitative reverse transcription polymerase chain reaction analyses.

### Generation of hOSCAR-Fc fusion protein

For these experiments, 293F cells were transfected with a gene encoding the dimeric form of the extracellular domains (amino acids 19–233) of human OSCAR with the Fc region of human IgG1 cloned into pVITRO1-Fc. The secreted purified protein (hOSCAR-Fc) was loaded into a Thermo Scientific™ Pierce™ Protein G-Sepharose bead column (Thermo Fisher Scientific, Waltham, MA, USA) and eluted with an elution buffer (100 mM glycine, pH 2.0, and 1 M Tris-Cl, pH 7.0; Duchefa Biochemie B.V., Haarlem, the Netherlands) to immediately neutralize the protein. The tubes containing high concentrations of protein were collected, extensively dialyzed against PBS, and kept frozen at −80 °C.

### RNA isolation and real-time PCR

Total RNAs were isolated from primary chondrocytes using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) or from mouse and human knee joint tissues using the RNA Mini Kit (Life Technologies, Carlsbad, CA, USA) and reverse-transcribed to generate complementary DNA (cDNA) using the Superscript cDNA synthesis kit (Invitrogen) according to the manufacturer’s instructions. Real-time PCR was performed using the KAPA SYBR Green fast qPCR kit (Kapa Biosystems, Inc., Wilmington, MA, USA) on a StepOnePlus real-time PCR machine (Applied Biosystems, Foster City, CA, USA). The samples were analyzed in triplicate and data were normalized to β-actin mRNA expression. See Supplementary Table 2 for primer sequences.

### Western blotting analysis and immunoprecipitation

Articular chondrocytes were extracted with lysis buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.5% deoxycholate acid, and 1% NP-40) containing protease and phosphatase inhibitors. For western blotting analysis, antibodies raised against OSCAR (Cat# PA5-47171, Thermo Fisher Scientific, 1:1000 dilution), OPG (Cat# sc8468, Santa Cruz Biotechnology, 1:1000 dilution and Cat# ab183910, Abcam, 1:1000 dilution), and TRAIL (Cat# ab10516, Abcam, 1:1000 dilution) were used. In addition, β-actin (Cat# sc47778, Santa Cruz Biotechnology, 1:1000 dilution) and glyceraldehyde-3-phosphate dehydrogenase (Cat# sc32233, Santa Cruz Biotechnology, 1:1000 dilution) antibody was used as a loading control. Source data file contains the uncropped gel scans of western blots.

### Caspase assay

Caspase-3 and caspase-8 activities were determined using a caspase colorimetric assay kit (Biovision Research Products, Milpitas, CA, USA)^60^. Briefly, articular chondrocyte lysates were incubated with a substrate for caspase-3 (DEVD-pNA) or caspase-8 (IETD-pNA) at 37 °C for 2 h. The activity of each caspase was determined by measuring the absorbance at 405 nm.

### MTT assay

Primary articular chondrocytes were transfected with control short interfering RNA, or si-*Oscar* in the presence of 50 U mL^−1^ of collagenase and 5 ng mL^−1^ of IL-1β for 48 h. Then, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) was added to the culture medium in each well, and the samples were incubated at 37 °C for 4 h. Dimethyl sulfoxide was added to each well at room temperature for 10 min, after which absorbance was measured at an optical density of 570 nm.

### RNA sequencing and data analysis

Total RNA was extracted using the RNA Mini Kit (Life Technologies, Carlsbad, CA, USA) from knee joint tissues of WT and *Oscar*^*−/*−^ mice euthanized at 2 or 4 weeks after sham or DMM surgery. Each group consisted of a combination of ten murine articular cartilages. Sequencing libraries were prepared according to the manufacturer’s instructions (TruSeq Stranded mRNA Library Prep Kit; Illumina, San Diego, CA, USA). Paired-end sequencing of 101-mer read length was performed using a HISEQ 2500 sequencing system (Illumina). The sequencing quality of raw FASTQ files was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality reads and adapter sequences in reads were eliminated using BBDuk (http://jgi.doe.gov/data-and-tools/bb-tools/). Trimmed reads were aligned to the GRCm38 genome reference using STAR aligner (v2.6.0a). Gene level TPM was calculated using RSEM (v1.2.17) with Gencode v22 annotation. FASTQ files and processed data are available from the Gene Expression Omnibus (GEO: GSE147529) database.

To identify *Oscar* downstream mechanisms involved in OA pathogenesis, we roughly selected genes that met the following four requirements: (i) log_2_(*E*_DMM_/*E*_sham_) in *Oscar*^*−/−*^ mice < 0, where *E*_x_ was the gene expression value (TPM) in cartilage undergoing x-operations; (ii) log_2_(*E*_DMM_/*E*_sham_) in WT mice > 0; (iii) DIF < DIF_25%_, where DIF was defined as the difference between log_2_(*E*_DMM_/*E*_sham_) in KO mice and log_2_(*E*_DMM_/*E*_sham_) in WT mice, and DIF_25%_ was the lower quartile value of DIF values for a total of 12,597 genes; and (iv) all three requirements (i)–(iii) were met in the data obtained at 2 and 4 weeks. For functional enrichment analysis for the 1270 genes, we performed hypergeometric tests using the hallmark gene set in the Molecular Signatures Database (http://software.broadinstitute.org/gsea/msigdb). Subsequent multiple testing corrections were done through false discovery rate estimation. Annotated human genes were mapped to mouse genes using MGI (http://www.informatics.jax.org) human/mouse orthology information. The network was visualized by Cytoscape v3.7 software^61^.

### Quantitation and statistical analysis

All data were collected from at least four independent experiments. Statistical analysis was performed using a Student’s two-tailed *t* test to analyze differences between two samples. The analysis of more than two samples was performed using one-way and two-way analysis of variance (ANOVA), followed by pairwise multiple comparisons if significant. Data based on the comparison of two samples with a variable measured using an ordinal grading system were analyzed using the Sidak’s multiple comparisons test. Multiple comparisons were performed using the Dunnett’s test or Tukey’s test and one-way ANOVA. The sample size for each experiment was not predetermined. *P* values are indicated in the figures or in source data, and the error bars represent standard error of the mean (S.E.M.) for parametric data and calculated 95% confidence intervals for non-parametric data. All the graphs and statistical analysis were performed using GraphPad Prism (v8.1.2, San Diego, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. RNA seq of articular cartilage in WT and *Oscar*^−*/−*^ mice can be obtained from the Gene Expression Omnibus (GEO) database with accession number GSE147529. The following figures have associated raw data: Figs. 1a–c, 2b–h, 3d–i, 4a, b, d–f, h, i, and 5b–f; Supplementary Figs. 1a–g, 2b–h, 3f, g, i, 4b–d, f, and 5b–i. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

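Articular cartilage of WT and Oscar−/− mice was sequenced at 2 and 4 weeks after sham or DMM surgery, in 8 libraries with 1 library per combination of genotype, surgery and week. The authors trimmed the reads, aligned them to GRCm38 with STAR and quantified genes with RSEM, and deposited expected counts and TPM for 52636 genes. The submitters' processing notes name FastQC 0.11.8, STAR 2.6.0a and RSEM 1.2.17 and a human build, while the gene identifiers are those of mouse. The expected counts the authors deposited are estimates and need not be whole numbers, because RSEM divides reads between genes that share them, and they were rounded before count tests. The TPM values the authors deposited add up to the same total in each library, so that a few abundant genes can shift the values of all others.

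Identifiers were matched without version to GENCODE M21 on GRCm38 for symbols, types and coordinates, and 52403 matched. Genes were called expressed when protein-coding with a TPM greater than 1 in at least 1 library. The log2(DMM/sham) ratio in each genotype, their difference DIF and the selection criteria followed the paper's methods, with no pseudocount. Counting standard errors came from the expected counts and cover counting error alone. The floor for a count of 0 was 3 counts. With 1 library per condition no p-value was computed across genes. Median DIF of 33 gene lists was set beside 10000 random lists of the same size, matched in 20 bins of mean log2(TPM + 1).

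To use all 8 libraries, edgeR 4.0.16 quasi-likelihood tests were run on 12538 genes with TMM scaling and Benjamini-Hochberg adjustment. Additive terms for week, surgery and genotype left 4 residual degrees of freedom, and the model with the genotype by surgery interaction left 3. No library repeats a condition, so these p-values measure the spread that is left after the additive terms. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives, with R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Tested on simulated data with 12538 genes, the interaction test recovered 76% of 100 genes changed by 1 on the log2 scale and 96% of 100 changed by 2, with 5 false calls. For genotype the shares were 93% and 100%, for surgery 97% and 99%, and for week 96% and 100%. These shares and false calls describe the simulated data alone. Shifts across many genes between the real libraries, such as in the hemoglobin share, may give other rates.

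Total expected counts ranged from 13189181 to 18533609 per library. Genes named in the text were those named in the paper or its Fig. 3c, up to 6 members per list and week with the largest absolute DIF at a mean TPM of at least 1, the 10 attenuated and 10 opposite genes with the most extreme mean DIF among genes with at least 50 expected counts in every library, and the 10 genes of lowest p in each direction of each edgeR test, and some of these genes are not reported here. The alternatives, apart from those named as chosen later, the gene lists and this rule were fixed before the data were examined. In alternatives that left out a library the DIF used the library of the same genotype and surgery from the other week in its place, and the edgeR tests used the remaining 7. The alternatives covered pseudocounts, scaling, the choice of sham library, filters, tools and the leaving out of each library. The hallmark gene sets were not used here, and claims that rest on qRT-PCR, histology or other samples were not analysed here.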

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

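The tests of scaling, of tissue shares, of the place of the called genes, of shared reads outside the Pir and Lilr family and of other groupings of the libraries were chosen after the results were seen, while those on the family's summed counts and on the other genes near Oscar were set before.

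The response to DMM differed between genotypes for 657 genes by the interaction test of edgeR, 480 lower and 177 higher in Oscar−/−. Among the lower genes with the smallest p were Ddr2, Tppp3, Dpt, Cd109, Angptl2, Nbl1, Serpinf1, Ptprb and Cdh13, and among the higher ones Mpst, Mgst3, Tmem14c, Pnp2, Ube2c, Gp9, Gp1bb, Blvrb and Cdk1. These lower genes passed under all 13 other settings, whereas these higher ones passed under 7 or 8 of them. The count was 73 without WT DMM, 37 without Oscar−/− sham and 409 without Oscar−/− DMM of 2 weeks. It was 1977 without WT sham, 15 without WT DMM, 102 without Oscar−/− sham and 227 without Oscar−/− DMM of 4 weeks. With limma 342 genes were lower and 8 higher.

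Attenuated genes outnumbered genes of the opposite pattern by 3.89 times on TPM, and by 1.48 times (1010 and 682 genes) on TPM rescaled without hemoglobin and mitochondrial genes. The ratio was 1.93 without WT sham of 2 weeks, 9.04 without WT DMM of 2 weeks and 9.40 without WT sham of 4 weeks. The median DIF was −0.28 without hemoglobin and mitochondrial genes and −0.41 with them at 2 weeks, and −0.029 and −0.22 at 4 weeks. Whether scaling set by these genes gives the shift stays open, since the median DIF itself was 0.18 at 2 weeks with WT sham replaced by the library of the other week, and 0.064 and 0.031 at 4 weeks with WT DMM and with Oscar−/− sham replaced. The ratio of 0.79 with TMM decides nothing, because that scaling brings the median DIF near 0 by construction, and a shift in total RNA per cell was not tested.

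Connective tissue, bone, cartilage and vessel genes had low DIF and erythroid genes had higher DIF, but with Oscar−/− sham of 2 weeks replaced the TMM-scaled medians at 2 weeks were 0.30 for chondrocyte genes and 0.33 for tendon, ligament and meniscus genes, against −0.33 and −0.66 with all libraries. At 2 weeks skeletal muscle genes had a TMM-scaled median DIF of 2.6, above the range of random lists. It was 1.04 to 2.77 with single libraries replaced, each time above that range. At that week these genes summed to 0.0363% of TPM in WT sham, against 0.00853% to 0.00942% in the others. WT sham of 4 weeks, which replaced it, was also above those, at 0.0180%. Since the value rests on the WT sham libraries, it cannot decide on one lower share of all tissue outside the marrow. That share stays open at 2 weeks. At 4 weeks it stays open: adipocyte genes had a TMM-scaled median of 0.63, above the random range of −0.23 to 0.22 (−0.19 at 2 weeks), but of 0.16 with Oscar−/− sham and 0.030 with Oscar−/− DMM replaced, and skeletal muscle genes had −0.62, but 0.37 to 0.72 with WT sham, WT DMM or Oscar−/− sham replaced. A lower share of connective tissue and bone cells also stays open: the TMM-scaled median DIF of fibroblast, tendon, osteoblast and endothelial lists was at most −0.53 with all libraries, and at most −0.28 with single libraries replaced apart from the tendon value of 0.33, and a lower share of cells cannot be told apart from lower expression per cell in bulk tissue. An effect of Oscar loss on the response to DMM stays open as well, as untested.

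Besides Oscar, 5 genes differed between genotypes in edgeR, none of which the paper discusses: Pira2 (log2 fold change −1.16, SE 0.09), Ndufa3 (−0.96, SE 0.10), Pirb (−0.68, SE 0.08), Gm14548 (0.91, SE 0.09) and Eps8l1 (−4.80, SE 0.59, a value that depends on the prior count, with 15 to 65 expected counts in WT and 0 to 2 in Oscar−/− libraries). Chance location is argued against, since 5 of these 5 lie within 2 Mb of Oscar on chromosome 7, as do 0.455% of the tested genes, and so are reads shared between Pir and Lilr paralogs for the 2 called genes outside that family, Ndufa3 and Eps8l1. For Pira2, Pirb and Gm14548 shared reads cannot be told apart from a change in expression: the summed counts of the 5 family genes were lower in Oscar−/− in all 4 pairs, but the log2 ratio nearest 0 was −0.22 (counting SE 0.034), within its error of the bound of −0.2 set for it. The 49 tested genes in that window other than Oscar, the called genes and the Pir and Lilr family had a median absolute log2 fold change of 0.132, at the 99.99 percentile of random sets, so a strain variant against the reference around the targeted allele may contribute. It cannot be told apart from an effect of the altered locus on its neighbors, which the genotype carries with it.

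Other groupings of the 8 libraries were compared with the real ones. For genotype 3 of 33 splits called at least as many genes as the real 6. The highest other split called 577 and sets WT sham and Oscar−/− DMM against the rest, which is the genotype by surgery interaction and not an arbitrary grouping. The remaining one called 46, so the splits alone do not exclude chance for the number of called genes. The genotype count was 2 without WT sham of 4 weeks and 3 without Oscar−/− sham of 4 weeks. Oscar and Pira2 passed under all 13 other settings. Gm14548 was lost without WT sham of 4 weeks (adjusted p = 0.067), as were Ndufa3 (0.067), Pirb (0.117) and Eps8l1 (0.214). Without Oscar−/− sham of 4 weeks Ndufa3 (0.0756), Pirb (0.0756) and Eps8l1 (0.347) were lost. Pirb was also lost with limma (0.345) and without WT DMM (0.0595), Oscar−/− sham (0.0796) or Oscar−/− DMM (0.0953) of 2 weeks, and Eps8l1 without WT DMM (0.0752) or Oscar−/− DMM (0.076) of 2 weeks or WT DMM of 4 weeks (0.0553). For surgery the real split called 0 genes in edgeR, a number that all 33 splits reach by definition, so that the comparison decides nothing, and the highest other split called 1. For surgery 805 genes had an unadjusted p under 0.05 in edgeR, and DESeq2 called 73 and limma 21. The surgery term averages both genotypes, so a response that differs between them adds to the spread it is tested against. The 0 called genes therefore do not measure the response to DMM within WT. There Mmp2 had a log2(DMM/sham) ratio of 1.90 at 2 weeks and 1.81 at 4 weeks. For week 995 genes were called, 700 higher and 295 lower at 4 weeks, against 50 in the highest other split. Of the 33 splits 1 was as large, the real one. The real split thus ranked first, but 1 of 33 is the smallest share that this comparison can give, so it does not exclude chance. The week count was 495 without Oscar−/− sham and 337 without Oscar−/− DMM of 2 weeks, and 248 without WT sham, 586 without WT DMM and 340 without Oscar−/− sham of 4 weeks. With limma 2639 genes were higher and 60 lower. Week stands also for anything else that differed between the collections.

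The genes higher at 4 weeks were led by the platelet and megakaryocyte genes Tubb1 (log2 fold change 3.59), Slc6a4 (3.79), Gp5 (2.69), Ppbp (3.19) and Itga2b (1.94), and the lower ones by Gm20721 and the mitochondrial genes mt-Nd6 (−0.88), mt-Cytb (−1.22) and mt-Nd1 (−1.05).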

How the results depend on the processing

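All edgeR fits held week as a term, so that genotypes and surgeries were compared within weeks. The alternatives that remove hemoglobin and mitochondrial genes, join TMM scaling with the mean of both shams, or replace single libraries in the medians of gene lists, were chosen after seeing the data. The number of expressed genes stayed within 1.5 times of 12538 under every alternative, from 11062 to 14812. The attenuated genes at both weeks numbered 730 with the sham of the other week and 28 at 1.5-fold each way, and between 1007 and 1476 under the other alternatives; leaving out single libraries gave 1011 to 1429. At 2 weeks they numbered 1636 with the other sham and 255 at 1.5-fold, at 4 weeks 197 at 1.5-fold. For the DIF a library left out was replaced by that of the other week. Left-out libraries gave 1813 to 2888 at 2 weeks and 2117 to 2894 at 4 weeks. Genes of the opposite pattern numbered 1294 with TMM, 1309 with DESeq2 size factors, 99 with the sham of the other week, 1 at 1.5-fold, 682 without hemoglobin and mitochondrial genes and 1429 with TMM and the mean of both shams, and 142 (without WT DMM of 2 weeks) to 580 (without WT sham of 2 weeks) with single libraries left out, with 152 without WT sham of 4 weeks. The DIF of Tnfsf10 kept its sign under every alternative run; it was −0.77 with log2(TPM + 1), −0.91 with the other sham and −0.93 with TMM and the mean of shams at 2 weeks, and −0.41 with log2(TPM + 1) and −1.22 with the other sham at 4 weeks, and leaving out libraries gave −1.59 to −0.76 at 2 weeks and −1.37 to −0.54 at 4 weeks. No value was available with TPM above 1 in every library, which removes Tnfsf10. Tnfsf10 was not attenuated at both weeks with TMM, DESeq2 size factors, the sham of the other week, the mean of both shams (on TPM or with TMM), 1.5-fold each way or without hemoglobin and mitochondrial genes, nor without Oscar−/− DMM of 2 weeks or Oscar−/− sham of 4 weeks. The DIF of Epas1 was −0.55 with TMM, −0.56 with DESeq2 size factors, −0.27 with the other sham, −0.60 with the mean of both and −0.39 with TMM and that mean at 2 weeks, and −0.38 with DESeq2 size factors, −1.30 with the other sham and −0.94 with the mean at 4 weeks. For Ptgs2 at 2 weeks it lay between −0.74 and −0.34 under these settings and the pseudocounts, and at 4 weeks it was −0.80 with log2(TPM + 1). The DIF of Tnfrsf11b at 2 weeks was −0.84 with the other sham and −0.85 with TMM and the mean of shams. Values that turned included the median DIF of all expressed genes (0.18 at 2 weeks without WT sham, and at 4 weeks 0.064 without WT DMM, 0.031 without Oscar−/− sham and 0.013 with DESeq2 size factors), the DIF of Ptgs2 at 2 weeks (0.27 without WT sham of 2 weeks, with −2.10 without WT DMM of 2 weeks at the other end), the median DIF of T and NK lymphocyte genes at 2 weeks (0.29 with TMM), of skeletal muscle genes at 4 weeks (0.038 with the mean of both shams) and of cell proliferation genes at 4 weeks (−0.049 with the mean of both shams). With libraries left out, on TPM or with TMM, the median DIF turned for many lists. The ranges at 2 and 4 weeks were −1.28 to 2.07 and −1.13 to 1.43 for T and NK lymphocyte genes. They were −0.27 to 0.61 and −0.31 to 0.62 for cell proliferation and −1.0 to 0.23 and −0.71 to 0.065 for hypoxia. Adipocyte genes had −0.85 to 0.21 and −0.37 to 1.13. TNF and NF-kappaB genes had −0.93 to 0.27 and −1.07 to 0.15, and IL2-STAT5 genes −0.85 to 0.27 and −1.03 to 0.20. Death receptor adaptors and caspases had −0.47 to 0.26 and −0.68 to 0.20, and macrophage genes −1.12 to 0.15 and −1.05 to 0.21. The median ranged from −1.19 to 0.30 for chondrocyte and −1.52 to 0.33 for tendon, ligament and meniscus genes at 2 weeks. For skeletal muscle genes at 4 weeks it ranged from −1.36 to 0.72. Interferon genes had −0.44 to 0.65 at 2 weeks and −0.91 to 0.21 at 4 weeks. For pro-survival genes it was −0.92 to 0.18 and −0.90 to 0.20, and for pro-apoptotic genes −0.57 to 0.29 and −1.0 to 0.10. Death ligands, receptors and decoys had −1.22 to 0.009 and −0.95 to 0.030. Neutrophil, B lymphocyte, Schwann cell, housekeeping and sex-linked medians turned too. Of the measured lists 14 had medians below the range of random lists at both weeks, 14 also with TMM or the mean of both shams, and 9 (without Oscar−/− sham of 2 weeks) to 14 with libraries left out. The genotype count was 10 with DESeq2 and 2 to 8 with libraries left out. For surgery it was 17 with no filter, 73 with DESeq2 and 21 with limma, and 0 to 52 with libraries left out. The week count was 2699 with limma and 248 to 775 with libraries left out. The interaction count was 350 with limma and 15 to 1977 with libraries left out. The cause was not tested. Depth limits Nos2, at 4 to 29 expected counts, and Tnfsf10, at 81 to 170.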

Differences from the paper's values

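The number of expressed genes (12538, the paper's value is 12597) and of genes attenuated at both weeks (1265, the paper's value is 1270) lay within 1.5 times of the paper's values at the paper's stated criteria. For the genes attenuated at both weeks this did not hold with the sham of the other week (730) or at 1.5-fold each way (28).

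The paper names Nos2 among the genes that were lower in Oscar−/− mice. Here Nos2 was below the expression filter, at 0.07 to 0.38 TPM, although its DIF was −2.44 at 2 weeks. The paper names Mmp2 in the same way; its DIF was −1.13 and −1.63, but its log2(DMM/sham) ratio in Oscar−/− was 0.77 and 0.18, so it did not meet the selection criteria. The paper reports lower TRAIL in Oscar−/− mice by qRT-PCR on samples not analysed here. It also describes Tnfsf10, the TRAIL gene, as significantly altered in these mice. It met the selection criteria here, and its interaction had an adjusted p of 0.0815 in edgeR, with 0.0617 as the lowest over the other settings that gave one. DESeq2 gave none. The paper reports TNF and NF-kappaB signaling and IL2-STAT5 signaling among the pathways of the selected genes by hallmark sets. With shorter lists 4 of 21 and 3 of 17 genes were among the 1265 here, at the 85.5 and 80.7 percentiles of random lists. From other samples, at a later time after DMM, the paper reports higher Col2a1 and Acan in Oscar−/− mice. Here their DIF was below 0 at both weeks (Col2a1 −0.66 and −1.76, Acan −0.63 and −1.15), but their interaction did not pass in edgeR.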

Other observations

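Circadian clock genes had low DIF values, which the paper does not report. Of 14 measured clock genes, 9 were among the 1265 genes attenuated at both weeks, at the 100 percentile of 10000 random lists matched on expression, and all 14 had a DIF below 0 at both weeks with TPM and with TMM scaling. Bhlhe41 had a DIF of −1.53 at 2 weeks and −1.43 at 4 weeks, and the nuclear receptor gene Nr1d1 had −1.30 and −1.05. By the interaction test of edgeR 2 of the 14 had a lower response to DMM in Oscar−/− (6 when adjusted over the list alone), against 3 with DESeq2 and 2 with limma. Immediate-early genes, which respond within minutes to handling and stress, had median DIF values of −0.72 and −0.81. With single libraries replaced these medians ranged from −1.41 to −0.067 at 2 weeks and −1.52 to −0.29 at 4 weeks. Atf3 had DIF values of −1.41 and −0.90 and Fosb had −0.86 and −1.89. By the interaction test of edgeR 2 of 11 were lower (7 over the list alone), against 2 with DESeq2 and 2 with limma. The hour of tissue collection was not given in the sources used here. Cell proliferation genes had medians of 0.06 and 0.15 on TPM and 0.38 and 0.43 with TMM scaling, and 3 of 15 were higher by the same test (12 over the list alone), against 5 with DESeq2 and none with limma. On TPM these medians were −0.27 without WT DMM and −0.05 without Oscar−/− DMM of 2 weeks, and −0.31 without WT sham of 4 weeks.

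Skeletal muscle genes had a median DIF of 1.99 at 2 weeks and −0.82 at 4 weeks, and summed to 0.0363% of TPM in WT sham of 2 weeks against 0.00853% to 0.0219% in the other libraries. Adipocyte genes had medians of −0.81 and 0.42. B lymphocyte genes were lower at 4 than at 2 weeks for 9 of 13 genes in edgeR (12 over the list alone). Median DIF values of the remaining lists at 2 and 4 weeks were −0.92 and −1.21 for hypertrophic chondrocyte, −0.76 and −1.0 for osteoclast, −0.09 and −0.09 for neutrophil, −0.31 and −0.34 for B lymphocyte, −0.19 and 0.23 for T and NK lymphocyte, −0.48 and −0.27 for macrophage, −1.10 and −1.16 for tendon, ligament and meniscus, −0.34 and −0.05 for Schwann cell, 0.73 and 0.68 for keratinocyte, −0.83 and −0.87 for matrix-degrading enzyme, −0.58 and −0.19 for pro-survival BCL2 and IAP, −0.30 and −0.33 for pro-apoptotic BCL2, 0.07 and −0.29 for type I interferon response, −0.15 and −0.03 for housekeeping and −0.83 and −0.22 for sex-linked genes. For death ligands, receptors and decoys they were −0.81 and −0.40. With single libraries replaced these medians ranged on TPM from −1.22 to 0.009 at 2 weeks and −0.95 to 0.005 at 4 weeks. With TMM scaling the medians of neutrophil, Schwann cell and housekeeping genes were above 0 at both weeks (0.21 and 0.11, 0.01 and 0.26, and 0.23 and 0.15), as were those of B lymphocyte (0.19) and pro-apoptotic BCL2 genes (0.10) at 2 weeks.

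The paper reports Mmp3, Mmp13, Adamts5, Col2a1 and Acan from other samples by qRT-PCR and immunostaining. It describes Mmp3, Mmp13 and Adamts5 as lower and Col2a1 and Acan as higher in Oscar−/− mice, at a later time after DMM. The DIF of Col2a1 and Acan here had the other direction. After DMM Col2a1 was at 93.2 TPM in WT and 128 TPM in Oscar−/− at 2 weeks, and at 170 and 59.5 TPM at 4 weeks. Acan was at 28.4 and 30.2 TPM at 2 weeks, and at 31.6 and 19.3 TPM at 4 weeks. In these libraries Mmp13 had a DIF of −0.94 (counting SE 0.04) at 2 weeks and −1.51 (SE 0.05) at 4 weeks and passed the interaction test (log2 fold change −0.92, SE 0.19, adjusted p = 0.0249 from edgeR). Its adjusted p was 0.109 without WT DMM of 2 weeks and 0.107 without WT DMM, 0.0833 without Oscar−/− sham and 0.0676 without Oscar−/− DMM of 4 weeks, in a range of 1.8e-04 to 0.109 over the settings. Mmp3 had −1.28 (SE 0.44) and −0.90 (SE 0.53), and Adamts5 had −0.60 (SE 0.17) and −0.53 (SE 0.17). Col2a1 had −0.66 (SE 0.03) and −1.76 (SE 0.04), and Acan had −0.63 (SE 0.05) and −1.15 (SE 0.06). With TMM scaling the DIF of Mmp13 was −0.53 at 2 weeks and −1.31 at 4 weeks. Mmp3, Adamts5, Col2a1 and Acan then had −0.87, −0.19, −0.26 and −0.36 at 2 weeks. At 4 weeks these 4 genes had −0.69, −0.34, −1.55 and −1.13. The interaction of these 4 genes did not pass in edgeR, with adjusted p of 0.227 (Mmp3), 0.448 (Adamts5), 0.215 (Col2a1) and 0.132 (Acan). Without WT DMM of 2 weeks it passed for Col2a1 (0.0290) and Acan (0.0318), where the highest adjusted p over the settings was 0.992 and 0.478.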
